# Global gene expression in muscle from fasted/refed trout reveals up-regulation of genes promoting myofibre hypertrophy but not myofibre production

**DOI:** 10.1186/s12864-017-3837-9

**Published:** 2017-06-07

**Authors:** Pierre-Yves Rescan, Aurelie Le Cam, Cécile Rallière, Jérôme Montfort

**Keywords:** Muscle growth, Muscle hyperplasia, Muscle hypertrophy, Gene expression, Transcriptome, Teleost

## Abstract

**Background:**

Compensatory growth is a phase of rapid growth, greater than the growth rate of control animals, that occurs after a period of growth-stunting conditions. Fish show a capacity for compensatory growth after alleviation of dietary restriction, but the underlying cellular mechanisms are unknown. To learn more about the contribution of genes regulating hypertrophy (an increase in muscle fibre size) and hyperplasia (the generation of new muscle fibres) in the compensatory muscle growth response in fish, we used high-density microarray analysis to investigate the global gene expression in muscle of trout during a fasting-refeeding schedule and in muscle of control-fed trout displaying normal growth.

**Results:**

The compensatory muscle growth signature, as defined by genes up-regulated in muscles of refed trout compared with control-fed trout, showed enrichment in functional categories related to protein biosynthesis and maturation, such as RNA processing, ribonucleoprotein complex biogenesis, ribosome biogenesis, translation and protein folding. This signature was also enriched in chromatin-remodelling factors of the protein arginine N-methyl transferase family. Unexpectedly, functional categories related to cell division and DNA replication were not inferred from the molecular signature of compensatory muscle growth, and this signature contained virtually none of the genes previously reported to be up-regulated in hyperplastic growth zones of the late trout embryo myotome and to potentially be involved in production of new myofibres, notably genes encoding myogenic regulatory factors, transmembrane receptors essential for myoblast fusion or myofibrillar proteins predominant in nascent myofibres.

**Conclusion:**

Genes promoting myofibre growth, but not myofibre formation, were up-regulated in muscles of refed trout compared with continually fed trout. This suggests that a compensatory muscle growth response, resulting from the stimulation of hypertrophy but not the stimulation of hyperplasia, occurs in trout after refeeding. The generation of a large set of genes up-regulated in muscle of refed trout may yield insights into the molecular and cellular mechanisms controlling skeletal muscle mass in teleost and serve as a useful list of potential molecular markers of muscle growth in fish.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3837-9) contains supplementary material, which is available to authorized users.

## Background

Skeletal muscle has a number of important functions: it maintains posture, produces locomotion and is a dominant organ in energy metabolism. Skeletal muscle is a dynamic structure that forms during embryogenesis, grows afterwards and is subjected to remodeling and changes in mass under a variety of physiological conditions such as nutritional perturbations, modifications of activity or ageing. In mammals, embryonic and fetal skeletal muscle forms and grows via the proliferation, differentiation and fusion of myogenic cells, whereas postnatal muscle grows largely through remodelling of pre-existing myofibres [1]. In contrast, fish lastingly combine muscle hyperplasia (generation of new fibres) and hypertrophy (increase in fibre size) to generate indeterminate muscle growth [2, 3]. Muscle hyperplasia in fish initially occurs in a discrete layer at the surface of the myotome in late embryos or early larvae. This regionalized phase of myogenesis, termed stratified hyperplasia, results from the differentiation of myogenic progenitor cells originating from the dermomyotome-like epithelium present at the surface of the embryonic myotome [4–6]. At post-larval stages, new myofibres are formed between existing muscle fibres throughout the myotome, thus producing a typical mosaic appearance in muscle cross sections [2]. A Myog:GFP transgenic trout model has revealed that mosaic hyperplasia is prevalent in the juvenile stage, but progressively decreases as trout age, and eventually ceases at approximately 18 months post-fertilization [7]. Nevertheless, potentially recruitable muscle stem cells are present in muscles of aged trout, as shown by their ability to form myofibres de novo after muscle injury [7, 8].

Although the genetic programs determining muscle development are well characterized in vertebrates, including fish [9], little is known regarding the programs involved in muscle remodelling and muscle mass changes occurring throughout life. Among adaptive responses that remodel muscle, there is compensatory growth. Compensatory growth is a phase of rapid growth, greater than the growth rate of control animals, that follows growth depression [10]. Compensatory growth is triggered by refeeding of animals after a period of weight loss induced by a prolonged fasting period. In fish, compensatory growth has been related to an increase in feed intake (hyperphagia) [11] and efficiency of food utilization [10]. Hence, there is considerable interest in exploiting compensatory growth, through the design of feeding schedule, to optimize muscle growth [12, 13]. Using nylon macroarrays, we have previously reported a preliminary exploration of the temporal gene expression profiling of trout muscle during a fasting-refeeding schedule [14]. In the present study, using a high-density Agilent-based microarray platform for trout, and considering the gene expression of control-fed trout that displayed usual growth, we exhaustively defined genes specifically associated with the compensatory muscle growth response, and characterized the corresponding functional categories. Additionally, to further characterize the cellular mechanisms involved in the compensatory growth response, we compared the genes composing the compensatory muscle growth signature and the genes up-regulated in hyperplastic growth zones of the post-embryonic trout myotome, as they were previously identified using laser-capture microdissection combined with the same Agilent-based microarray platform [15].

## Results

### Growth characteristics in fasted, fasted-refed and control (normally) fed trout

Changes in body weight and condition factor K, an indicator of body shape, are shown in Fig. 1. This figure shows a slight decrease in total body weight after fasting that was followed by an increase in total body weight after refeeding. Nonetheless, total body weight increase in refed animals was found to be comparable to that observed in control group from day 0 to day 36. The condition factor K decreased after nutrient deprivation and increased after refeeding to reach control level. By contrast, condition factor only moderately decreased at day 36. On the whole, these data show a resumption of growth after refeeding, but comparison of growth curves in refed and control trout did not objectify a burst of muscle growth after refeeding. To further provide experimental evidence of a compensatory growth response in muscle of refed trout, a global gene expression analysis was conducted in muscle of refed and control-fed trout.

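Muscle RNA of individual rainbow trout was labelled with Cy3 and hybridised to 1-colour Agilent arrays, with 1 array per fish. The 23 arrays on 3 slides held 5 fasted trout (F0), 5 trout refed for 4 days (RF4), 5 refed for 11 days (RF11), 4 refed for 36 days (RF36) and 4 control-fed trout (C0). The Methods and the sample labels give a fast of 30 days for all fasted and refed trout, while the Results text gives another length for the refed trout. Control-fed trout were reared in a tank of their own and those on the arrays were sampled only at day 30, so each comparison with C0 is also a comparison of tanks and, for refed trout, of sampling days. For each array the authors deposited the scanner software's signal of 62976 spots, after its background subtraction and detrending and before any scaling between arrays. The share of spots well above background ranged from 50.5% to 61.4% on the F0 arrays (median 59.6%), from 51.2% to 59.5% on RF4 (median 56.6%) and from 49.2% to 63.6% on RF11 (median 55.8%). It ranged from 45.2% to 55.8% on RF36 (median 49.5%) and from 48.0% to 67.2% on C0 (median 54.1%), and no spot was saturated. The number of arrays per group limits the precision of every value. Here the log2 signal of each array was set relative to its 75th percentile, spots of one probe were averaged, and 34200 probes well above background on at least 4 arrays of a group were kept. All levels are therefore log2 values relative to the 75th percentile of the array, and differences between groups were tested with limma in 1 model of all 5 groups, with Benjamini-Hochberg adjustment. The choice of the scaling point matters for directions: scaling each array to its median in place of the 75th percentile moved the median change of all probes between RF36 and C0 from 0.03 to 0.27. The copy of the paper's heat map file (Additional file 1) read here held 1252 of its 3924 rows. Across these rows, which are not independent, 22 of the 23 heat map columns matched an array with a correlation of at least 0.997. The control array C0-1 matched no column (r between 0.555 and 0.646 with the control columns), and 1 control column matched no array (best r 0.845). Counts are given over all 23 arrays and, for most that concern the controls, also without C0-1.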

**Fig. 1:**
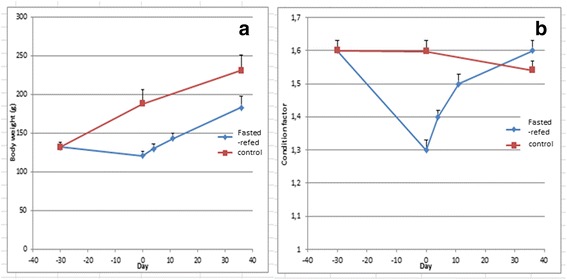
Change in body mass and condition factor over the time course of the experiment. Body weight (**a**) and condition factor (**b**) curves of trout in experimental (fasted-refed) and control (normally fed) groups. Bars indicate standard error of the mean

### Gene expression profiling overview

Anova test was used to define genes whose expression levels in trout muscle were significantly different across the various feeding conditions considered (fasted for 1 month (F0), fasted for 2 month and then refed 4, 11 or 36 days (RF4, RF11 and RF36, respectively) and normally fed (control: C0). This analysis led to the identification of approximately 2300 unique differentially expressed genes. 

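Of the 34200 probes tested, 15651 differed across the 5 feeding conditions (limma moderated F test, adjusted p under 0.05). Probes were counted rather than unique genes, since most probes carry no gene name in the files, and a gene can have several probes. Without the control array C0-1 the count was 15507, of which 14443 were also called over all arrays. The methods' one-way ANOVA on the same values called 15017 probes. Of the alternatives set before the data were examined, a further requirement of a 2-fold difference between the highest and the lowest group mean moved the count most, to 10147. The first 2 principal components of the tested probes held 24.1% and 16.6% of the variance between arrays.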

The hierarchical clustering of differentially expressed genes, shown in Fig. 2 and available through the heat map file (Additional file 1) and Java TreeView tool (https://sourceforge.net/projects/jtreeview/files/) resulted in the formation of three major clusters with distinct expression profile. 

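The differing probes were also sorted by their contrasts rather than by clustering. A probe was called cluster I-like when F0 lay above the mean of RF4, RF11 and RF36, IIb-like when at least 1 refed time point lay above both F0 and C0, and IIa-like when a refed time point lay above F0 and none above C0, each at an adjusted p under 0.05. This gave 4370 cluster I-like, 3415 IIa-like and 4242 IIb-like probes, and 3624 probes had none of these profiles. A IIa-like probe is thus one not shown to exceed C0, which is not evidence of equal levels. Without C0-1 the counts were 4644, 4387 and 3737, with 4216, 3178 and 3429 probes shared between both assignments. Scaling to the array median lowered the cluster I-like count to 2650 and the IIa-like count to 2138. Hierarchical clustering of the same probes (median-centred values, Pearson correlation distance, average linkage) gave 3 large branches, which were highest in F0 (5963 probes), in RF4 (5359 probes) and in RF36 (4329 probes).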

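In F0 against C0, 6955 probes differed, 3906 of them higher and 3049 lower in fasted trout (limma, adjusted p under 0.05). Without C0-1 the count was 6120, with 3157 higher (51.6%) and 2963 lower. The share of higher probes depended on the scaling, at 56.2% with the 75th percentile, 77.0% with the array median and 47.2% after normexp background correction. With only the F0 and C0 arrays in the model the count was 3213. In RF4 against F0, 7967 probes differed, 4656 of them higher and 3311 lower in refed trout. Over the 4370 probes that were higher in F0 than after refeeding, the mean level per fish was 1.03 ± 0.14 (SD, n = 5) in F0, 0.14 ± 0.05 (n = 5) in RF4, 0.01 ± 0.08 (n = 5) in RF11, -0.04 ± 0.06 (n = 4) in RF36 and 0.26 ± 0.06 (n = 4) in C0. The 5 fasted trout lay between 0.87 and 1.19, and the control-fed trout between 0.17 and 0.31. These probes were chosen by the difference between F0 and refed trout, so that difference is set by the choice and only its size and spread are measured.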

Cluster I contained genes up-regulated in muscles of fasted trout and then down-regulated after refeeding. This cluster contained markers of muscle atrophy such as FBXO32/atrogin1 and trim63 (murf1), and markers of autophagy such as SQSTM1, thus indicating the activation of proteolytic systems in muscles of fasted trout. 

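The FBXO32 probe, named through the heat map file, had a level of 2.01 ± 1.61 (SD, n = 5) in F0, -2.93 ± 0.51 (n = 5) in RF4 and -1.61 ± 1.34 (n = 4) in C0. It was 3.62 log2 units higher in F0 than in C0 (standard error 0.67, limma adjusted p = 0.000453), between 3.17 and 4.19 with each array left out in turn, but it was well above background on only 2 of 4 C0 arrays, so this size is approximate. At RF4 it fell by 4.95 against F0 (adjusted p = 3.39e-06), and there it was well above background on only 2 of 5 arrays. TRIM63 was 0.69 higher in F0 than in C0 (standard error 0.20, adjusted p = 0.0155) and fell by 1.61 at RF4 (adjusted p = 1.07e-06). Its difference from C0 was no longer past the threshold without C0-3 (adjusted p = 0.0536) or with only the F0 and C0 arrays in the model (adjusted p = 0.0753), in a range of 0.00385 to 0.0753 over all alternatives. SQSTM1 was 0.91 higher in F0 than in C0 (standard error 0.21, adjusted p = 0.00394) and fell by 1.68 at RF4 (adjusted p = 1.56e-06). For each of the 3 genes, all 5 fasted trout lay above the highest control-fed trout. From markers of this kind in cluster I, the paper concludes that proteolytic systems are activated in muscle of fasted trout.

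**Figure D1:**
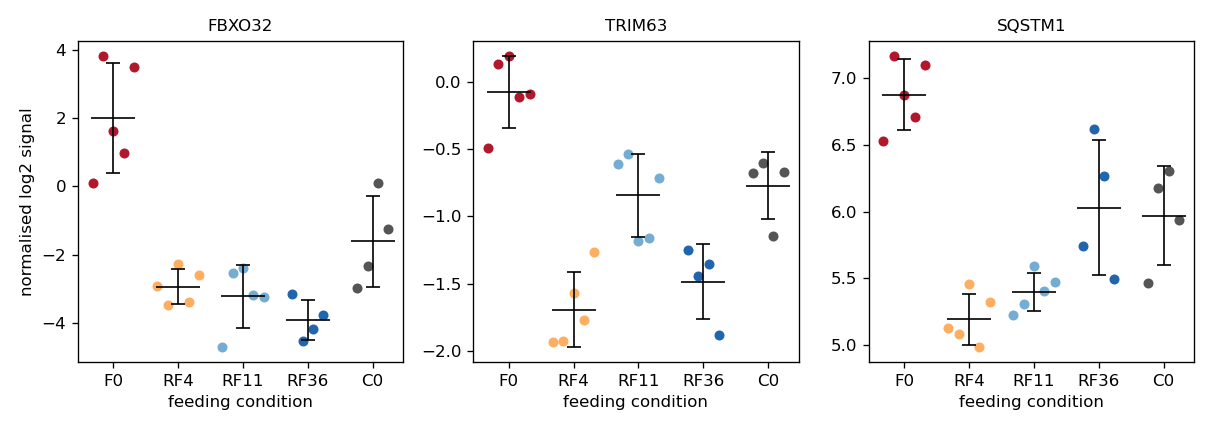
Level of the FBXO32, TRIM63 and SQSTM1 probes (vertical axis, log2 signal relative to the 75th percentile of the array) by feeding condition (horizontal axis). Each point is 1 fish and the bars give the mean and SD; the FBXO32 mean is 2.01 in F0 and -1.61 in C0.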

Clusters IIa and IIb both contained genes up-regulated after refeeding. Cluster IIa included genes whose expression levels after refeeding were restored to values found in control (normally fed) trout, and cluster IIb included genes whose expression levels after refeeding exceeded those in muscles of control-fed trout. 

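The mean level per fish over the 3415 IIa-like probes was 1.24 ± 0.07 (SD, n = 5) in F0, 1.76 ± 0.09 (n = 5) in RF4, 2.00 ± 0.08 (n = 5) in RF11, 2.35 ± 0.04 (n = 4) in RF36 and 2.13 ± 0.11 (n = 4) in C0. Over the 4242 IIb-like probes it was 0.54 ± 0.06 (n = 5) in F0, 1.57 ± 0.08 (n = 5) in RF4, 1.57 ± 0.11 (n = 5) in RF11, 1.36 ± 0.07 (n = 4) in RF36 and 0.60 ± 0.26 (n = 4) in C0. The 4 control-fed trout spread from 0.30 to 0.85 over the IIb-like probes, wider than any other group, and every refed trout lay above them, at 1.26 or higher. The probes were assigned by these same contrasts, so the order of the group means is set by the assignment and only their size and spread are measured.

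**Figure D2:**
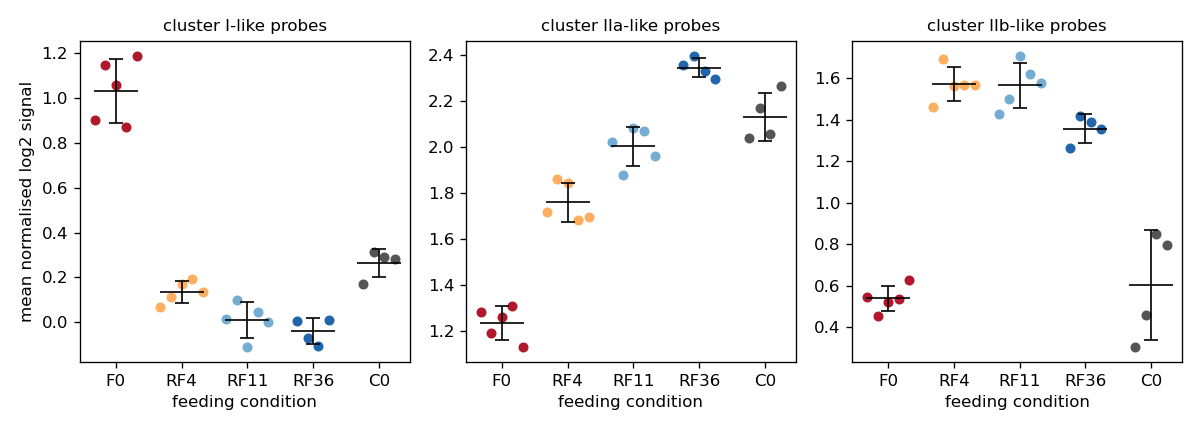
Mean log2 level over the cluster I-like, IIa-like and IIb-like probes (vertical axis, relative to the 75th percentile of the array) by feeding condition (horizontal axis). Each point is 1 fish and the bars give the mean and SD; over the IIb-like probes the control-fed trout lie between 0.30 and 0.85.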

Because compensatory growth refers to a faster than usual (control-fed) growth rate that is induced after refeeding of fasted animals [16], we reasoned that the compensatory muscle growth signature, consisted only of genes contained in cluster IIb. 

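Against C0, 8688 probes differed at RF4 (5297 higher and 3391 lower), 7072 at RF11 (4776 higher and 2296 lower) and 4260 at RF36 (3160 higher and 1100 lower; limma, adjusted p under 0.05). Without C0-1 these counts were 6959, 5502 and 2728. With only the arrays of the 2 groups in the model they were 5188, 3714 and 622. The share of higher probes was 61.0% at RF4, 67.5% at RF11 and 74.2% at RF36 with the 75th percentile as scaling point, and 88.9%, 93.2% and 91.3% with the array median. After normexp background correction it was 44.0% at RF4, 45.4% at RF11 and 84.3% at RF36. From the definition of compensatory growth as faster than the usual growth of control-fed animals, the paper reasons that the genes exceeding C0 after refeeding, cluster IIb, form the compensatory muscle growth signature.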

The study presented here focused on genes up-regulated after refeeding and more especially on those forming the compensatory growth signature (cluster IIb).

**Fig. 2:**
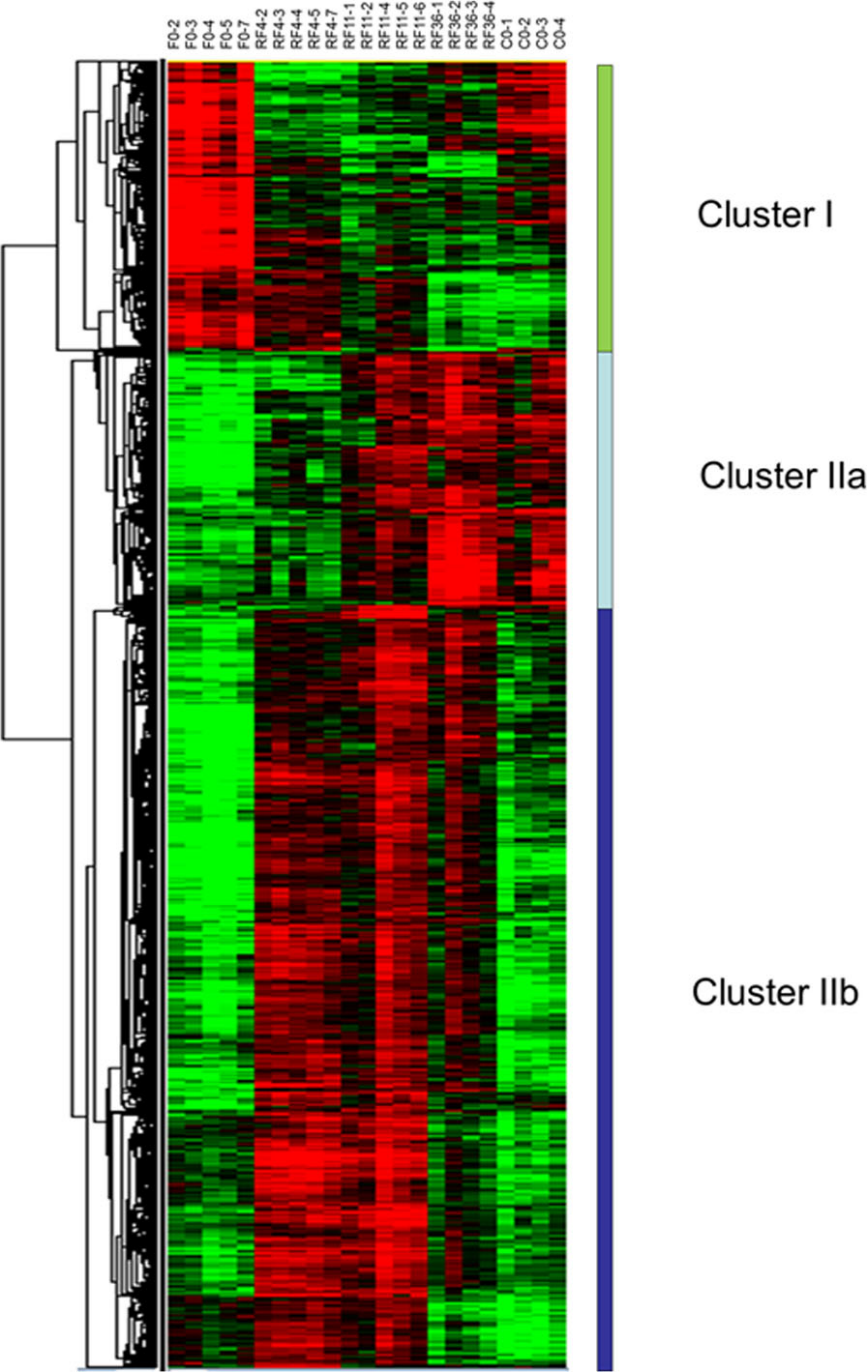
Hierarchical clustering of differentially expressed genes in muscle during a fasting-refeeding schedule and in control-fed trout displaying usual growth. Hierarchical clustering of differentially expressed genes led to the formation of three distinct clusters: I, IIa and IIb. Cluster IIb, which includes genes up-regulated in muscles of refed trout compared with control-fed trout, defines the specific molecular signature of compensatory muscle growth following refeeding. Each row represents the expression pattern of a single gene, and each column corresponds to a single sample: columns 1 to 5, muscles from fasted trout; columns 6 to 10, 11 to 15 and 16 to 19, muscles from 4-, 11- and 36-days refed trout respectively; columns 20 to 23, muscles of control-fed trout. The expression levels are represented by colored tags, with red representing the highest levels of expression and green representing the lowest levels of expression

### Cluster IIa: Genes whose expression levels after refeeding was restored to values found in control trout

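Among the 3415 probes called IIa-like, 34.8% were above F0 at RF4, 50.4% at RF11 and 88.6% at RF36 (limma, adjusted p under 0.05). Their median change against F0 was 0.37 at RF4, 0.63 at RF11 and 0.97 at RF36. Their median change against C0 was -0.46 at RF4, -0.13 at RF11 and 0.24 at RF36. Without C0-1, 4387 probes were called IIa-like, of which 40.3% were above F0 at RF4, 54.3% at RF11 and 88.3% at RF36.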

Cluster IIa was composed of 422 unique genes whose expression levels during muscle recovery progressively increased to reach those of normally fed trout. Gene ontology analysis was performed to understand the functional significance of the genes contained in cluster IIa. The DAVID analysis of 357 eligible genes specific to this cluster showed enrichment in GO terms linked to cell division (mitosis (*P* < 1.4.10^−7^), organelle fission (*P* < 2.6.10^−7^) and chromosome condensation (*P* < 3.9.10^−4^)). In addition, the genes in cluster IIa showed enrichment in GO terms related to cytoskeleton organization (*P* < 3.7.10^−6^), components of the sarcomere (*P* < 2.5.10^−5^, 12 genes including myosins, skeletal muscle actins, troponins and tropomyosins), and proteins of the extracellular matrix (*P* < 4.10^−11^, 31 genes including collagen chains, laminin subunits, periostin, CILP1, tenascin and many proteoglycans such as syndecan 2, mimecan and keratocan). 

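For the genes of cell division, 11 genes named in the paper's organelle fission list had a named probe here, out of the 20 genes in the list. All 11 were lower in F0 than in C0 and higher in RF11 than in F0, each past the threshold (limma, adjusted p under 0.05). For 8 of them the log2 change lay between -2.58 and -0.71 in F0 against C0 and between 0.79 and 2.62 in RF11 against F0. TPX2 and KIF2C were not well above background on any F0 array, which leaves bounds: C0 was higher by at least 2.84 and 1.46, and RF11 by at least 2.83 and 1.58. PBK was well above background on only 1 of 5 F0 arrays, so that no size is given. The ANAPC13 difference between F0 and C0 lost the threshold when the arrays were scaled to their median and with only the F0 and C0 arrays in the model. Cyclin B1 (CCNB1) fell by 2.58 in F0 against C0 (standard error 0.25, adjusted p = 2.74e-07) and was 2.62 higher in RF11 than in F0 (standard error 0.24, adjusted p = 2.68e-08). Its level was -1.13 ± 0.52 (SD, n = 5) in F0, 1.48 ± 0.25 (n = 5) in RF11 and 1.45 ± 0.09 (n = 4) in C0. Above C0 at RF11 were 0 of the 11 genes, at an adjusted or an unadjusted limma p under 0.05 (log2 change between -0.34 and 0.24). At RF36 only ANAPC13 was, 0.84 higher than C0 (adjusted p = 0.00426), and this call was lost with only the RF36 and C0 arrays in the model. The names come from the paper's list and heat map, which the study drew from these same fish.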

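Of the sarcomere genes, 7 had a named probe: ACTA1, TNNC2, TNNI3, TPM1, MYL3, MYBPH and MYOZ2. All 7 were lower in F0 than in C0 (log2 change between -2.09 and -0.67) and higher in RF11 than in F0 (0.91 to 2.02; limma, adjusted p under 0.05). Skeletal actin (ACTA1) was 8.82 ± 0.44 (SD, n = 5) in F0, 9.81 ± 0.25 (n = 5) in RF11 and 9.94 ± 0.42 (n = 4) in C0. Its difference between F0 and C0 (-1.12, adjusted p = 0.000816) was lost under quantile normalization, and that of MYBPH under each other scaling, after normexp background correction, with no filter on dim probes, without F0-2, C0-2 or C0-4 and with only the F0 and C0 arrays in the model. Of the extracellular matrix genes, 13 had a named probe, among them 9 collagen chains, POSTN, LAMB1, KERA and OGN, which encodes mimecan. All 13 were lower in F0 than in C0 (-2.43 to -1.04), and 12 were past the threshold as higher in RF11 than in F0, the exception being OGN (0.40, adjusted p = 0.0879), which passed it when the arrays were scaled to their median. The collagen COL1A1 fell by 2.43 in F0 against C0 (standard error 0.32, adjusted p = 1.13e-05) and was 1.64 higher in RF11 than in F0 (standard error 0.30, adjusted p = 0.000230), and its 13 probes all went the same way in both comparisons. At RF11, 0 genes of either group were above C0 at an adjusted or an unadjusted limma p under 0.05, and 3 matrix genes were below it: COL5A1 (-1.17, adjusted p = 0.00188), COL5A2 (-0.84, adjusted p = 0.0141) and OGN (-0.64, adjusted p = 0.0138). The calls of COL5A2 and OGN were lost when the arrays were scaled to their median and with only the RF11 and C0 arrays in the model, and that of COL5A2 also without C0-1 (adjusted p = 0.0676). Without C0-1, 4 matrix genes were below C0 at RF11: COL5A1, OGN, COL6A3 and COL15A1. COL15A1, COL6A1, COL6A3, KERA and POSTN passed the threshold as lower than C0 at RF11 under at least 1 alternative each. At RF36, 7 of 7 sarcomere genes and 11 of 13 matrix genes had a higher mean than C0, 0 past the threshold and 2 of each group at an unadjusted p under 0.05. The TPM1 difference (0.69, adjusted p = 0.0635) passed it in 7 of 33 alternatives, among them without C0-1 (adjusted p = 0.0491) and with the arrays scaled to their median, in a range of 0.0210 to 0.868. KERA passed it as higher than C0 in 2 alternatives and MYL3 in 1, while OGN passed it as lower in 3.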

Overall, cluster IIa showed enrichment in genes involved in cell division and genes encoding structural components of muscle fibres (for details, see Table 1 and Additional file 2 for list of genes that formed cluster IIa).

**Table 1:** Functional categories related to cluster IIa and cluster IIb

Cluster IIa			Cluster IIb		
Term	Count	pValue	Term	Count	*p* Value
GO Biological process			GO Biological processes		
mitosis	20	1.4.10^-7^	RNA processing RNA processing	137	5.6.10^-53^
organelle fission	20	2.6.10^-7^	ribonucleoprotein complex biogenesis	78	7.10^-49^
cell division	21	3.1.10^-6^	ribosome biogenesis	57	9.1.10^-38^
cytoskeleton organization	26	3.7.10^-6^	rRNA metabolic process	45	7.4.10^-30^
GO cellular component			translation	77	4.7.10^-27^
extracellular matrix	31	4.10^-11^	protein folding	48	7.1.10^-20^
contractile fiber part	12	2.5.10^-5^	mRNA metabolic process	70	2.8.10^-19^
condensed chromosome	11	3.9.10^-4^	tRNA metabolic process	37	1.2.10^-17^
			cellular macromolecular complex assembly	59	8.4.10^-16^
			GO cellular component		
			membrane-enclosed lumen	297	1.10^-69^
			nucleolus	140	1.1.10^-40^
			mitochondrion	138	2.10^-19^
			spliceosome	41	6.6.10^-19^
			ribosome	47	5.4.10^-15^
			small nuclear ribonucleoprotein complex	16	1.9.10^-13^

### Cluster IIb: Genes whose expression levels after refeeding exceeded those in control trout

Cluster IIb was composed of 1161 unique genes up-regulated in muscles of refed trout compared with both fasted and control-fed trout; as such, we identified cluster IIb as the compensatory muscle growth signature. 

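At RF4, 2825 of the 4242 IIb-like probes (66.6%) were above both F0 and C0. At RF11 the number was 2665 (62.8%) and at RF36 it was 1952 (46.0%; limma, adjusted p under 0.05 in both contrasts). Their median change against C0 was 0.92 at RF4, 0.90 at RF11 and 0.73 at RF36. With each array left out in turn, the number of IIb-like probes lay between 3692 and 4556. Without C0-1 the share above both groups was 70.1% at RF4, 65.7% at RF11 and 36.8% at RF36.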

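The rise over F0 that was already present at RF4 was expressed as a share of the rise at RF11, a measure added after the data were seen. For this, both clusters were assigned from RF11 alone, so that RF4 had no part in naming a probe IIa-like or IIb-like beyond the tests over all groups, while the RF11 rise that chose the probes is also the denominator. The 2246 IIa-like probes of this assignment had reached 73.8% ± 7.85 (SD, n = 5 RF4 fish) of their RF11 rise at RF4, and the 2665 IIb-like probes 92.2% ± 7.62 (n = 5). Within the same fish the IIb-like share was higher by 18.4 percentage points (SD 4.11) and higher in 5 of 5 fish. An exact two-sided sign-flip permutation test gave p = 0.0625, the smallest p that 5 fish allow. With each array left out in turn the difference stayed between 15.9 and 22.0 points.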

Notably, genes composing cluster IIb clearly displayed an earlier up-regulation after refeeding than genes forming cluster IIa. A DAVID analysis of 960 eligible genes showed enrichment in GO terms linked to transcription, such as RNA processing (*P* < 5.6.10^−53^), rRNA metabolic process (*P* < 7.4.10^−30^), mRNA metabolic process (*p* < 2.8.10^−19^), tRNA metabolic process (*P* < 1.2.10^−17^), and ribonucleoprotein complex biogenesis (*P* < 7.10^−49^). Other GO terms associated with cluster IIb included translation (*P* < 4.7.10^−27^), ribosome biogenesis (*P* < 9.1.10^−38^), which determines translation capacity, cellular macromolecular complex assembly (*P* < 8.4.10^−16^) and protein folding (*P* < 7.1.10^−20^). Enrichment in genes involved in mitochondria biogenesis and activity (*P* < 2.10^−19^) was also found in cluster IIb. Finally, cluster IIb included many genes encoding epigenetic transcriptional regulators. Among them were the histone-lysine N-methyltransferases EZH2, jarid2/Jumonji and RBBP4 which are all components of the PCR2 complex, the histone-lysine N-methyltransferases EHMT2, SETDB1 and WHSC1/NSD2, and many histone modifying enzymes of the protein arginine methyltransferase (PRMT) family such as Prmt1-A, Prmt1-B Prmt3; Prmt5, Prmt6 and Prmt7 (Fig. 3). 

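Of these factors, only SETDB1 has a probe named in the part of the heat map file read here. Its level was -0.03 ± 0.21 (SD, n = 5) in F0, -0.83 ± 0.25 (n = 5) in RF4, -0.68 ± 0.19 (n = 5) in RF11, -0.88 ± 0.34 (n = 4) in RF36 and -0.44 ± 0.46 (n = 4) in C0. This probe fell by 0.80 in RF4 against F0 (standard error 0.20, limma adjusted p = 0.00393), with all 5 RF4 trout below the lowest fasted trout. Against C0 it differed by -0.39 at RF4 (adjusted p = 0.175) and by -0.24 at RF11 (adjusted p = 0.415). Without C0-1 these differences shrank to -0.16 (adjusted p = 0.600) and -0.02 (adjusted p = 0.963). The RF4 difference from C0 was past the threshold only after normexp background correction, where it was also negative (adjusted p = 0.0459, in a range of 0.0459 to 0.743 over all alternatives). Other probes of the same gene may lie in the part not read here.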

Overall, the molecular signature of compensatory muscle growth showed enrichment in genes encoding histone methyltransferases, genes regulating protein biosynthesis for cell growth and genes involved in mitochondrion biogenesis for energy supply (for details, see Tables 1, 2, 3 and 4, and Additional file 3 for list of genes that that formed the major functional categories of cluster IIb).

**Fig. 3:**
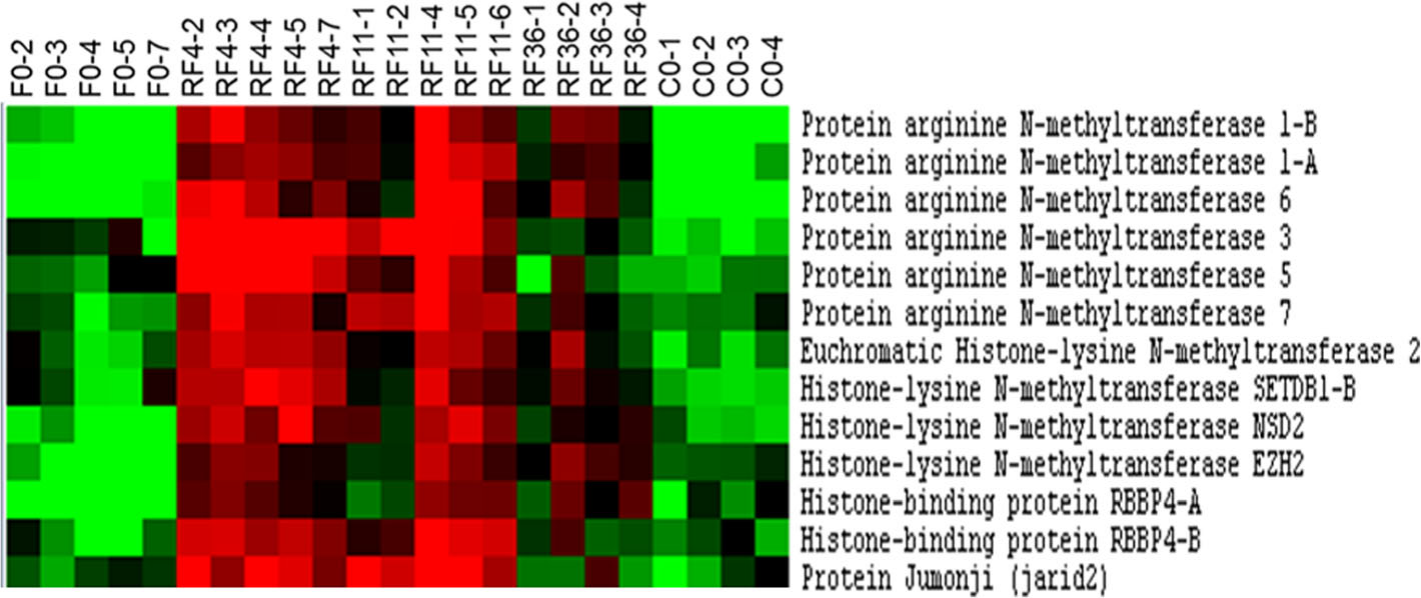
Supervised clustering of chromatin-remodeling factors present in compensatory muscle growth signature. Columns are as in Fig. 2

**Table 2:** List of genes of the compensatory muscle growth signature involved in translation

ID	Gene Name	ID	Gene Name
ABCF1	ATP-binding cassette, sub-family F (GCN20), member 1	MRPL12	mitochondrial ribosomal protein L12
GFM1	G elongation factor, mitochondrial 1	MRPL17	mitochondrial ribosomal protein L17
SEPSECS	Sep (O-phosphoserine) tRNA:Sec (selenocysteine) tRNA synthase	MRPL22	mitochondrial ribosomal protein L22
TSFM	Ts translation elongation factor, mitochondrial	MRPL28	mitochondrial ribosomal protein L28
AARS	alanyl-tRNA synthetase	MRPL3	mitochondrial ribosomal protein L3
RARS	arginyl-tRNA synthetase	MRPL32	mitochondrial ribosomal protein L32
NARS	asparaginyl-tRNA synthetase	MRPL37	mitochondrial ribosomal protein L37
CARS	cysteinyl-tRNA synthetase	MRPL4	mitochondrial ribosomal protein L4
DENR	density-regulated protein	MRPL45	mitochondrial ribosomal protein L45
EEFSEC	eukaryotic elongation factor, selenocysteine-tRNA-specific	MRPL47	mitochondrial ribosomal protein L47
EEF1E1	eukaryotic translation elongation factor 1 epsilon 1	MRPL51	mitochondrial ribosomal protein L51
EIF1AX	eukaryotic translation initiation factor 1A, X-linked	MRPL52	mitochondrial ribosomal protein L52
EIF2S1	eukaryotic translation initiation factor 2, subunit 1 alpha, 35 kDa	MRPL55	mitochondrial ribosomal protein L55
EIF2B1	eukaryotic translation initiation factor 2B, subunit 1 alpha, 26 kDa	MRPS10	mitochondrial ribosomal protein S10
EIF2B3	eukaryotic translation initiation factor 2B, subunit 3 gamma, 58 kDa	MRPS12	mitochondrial ribosomal protein S12
EIF3D	eukaryotic translation initiation factor 3, subunit D	MRPS18B	mitochondrial ribosomal protein S18B
EIF3H	eukaryotic translation initiation factor 3, subunit H	MRPS25	mitochondrial ribosomal protein S25
EIF3J	eukaryotic translation initiation factor 3, subunit J	MRPS33	mitochondrial ribosomal protein S33
EIF4G1	eukaryotic translation initiation factor 4 gamma, 1	MRPS5	mitochondrial ribosomal protein S5
EIF4G2	eukaryotic translation initiation factor 4 gamma, 2	MRPS6	mitochondrial ribosomal protein S6
EIF4G3	eukaryotic translation initiation factor 4 gamma, 3	PELO	pelota homolog
EIF4E	eukaryotic translation initiation factor 4E	RSL1D1	ribosomal L1 domain containing 1
EIF4H	eukaryotic translation initiation factor 4H	RPL23	ribosomal protein L23 pseudogene 6
EIF5	eukaryotic translation initiation factor 5	RPL31	ribosomal protein L31 pseudogene 49
EIF5B	eukaryotic translation initiation factor 5B	RPL5	ribosomal protein L5 pseudogene 34
EIF6	eukaryotic translation initiation factor 6	RPL7L1	ribosomal protein L7-like 1; ribosomal protein L7 pseudogene 14
ETF1	eukaryotic translation termination factor 1	RPS9	ribosomal protein S9; ribosomal protein S9 pseudogene 4
GTF2B	general transcription factor IIB	RRBP1	ribosome binding protein 1 homolog 180 kDa (dog)
QARS	glutaminyl-tRNA synthetase	SARS2	seryl-tRNA synthetase 2, mitochondrial
GARS	glycyl-tRNA synthetase	EIF4A1	eukaryotic translation initiation factor 4A, isoform 1
HARS	histidyl-tRNA synthetase	MRPL20	similar to mitochondrial ribosomal protein L20
DTD1	D-tyrosyl-tRNA deacylase 1 homolog	TRMT6	tRNA methyltransferase 6 homolog
LARS	leucyl-tRNA synthetase	TARS	threonyl-tRNA synthetase
LGTN	ligatin	TPR	translocated promoter region (to activated MET oncogene)
KARS	lysyl-tRNA synthetase	WARS2	tryptophanyl tRNA synthetase 2, mitochondrial
MARS	methionyl-tRNA synthetase	WARS	tryptophanyl-tRNA synthetase
MRP63	mitochondrial ribosomal protein 63	YARS2	tyrosyl-tRNA synthetase 2, mitochondrial
MRPL10	mitochondrial ribosomal protein L10	VARS	valyl-tRNA synthetase
MRPL11	mitochondrial ribosomal protein L11

**Table 3:** List of genes of the compensatory muscle growth signature involved in ribosome biogenesis

ID	Gene Name	ID	Gene Name
C1D	C1D nuclear receptor co-repressor;	AATF	apoptosis antagonizing transcription factor
DDX51	DEAD (Asp-Glu-Ala-Asp) box polypeptide 51	BRIX1	brix domain containing 2
DDX56	DEAD (Asp-Glu-Ala-Asp) box polypeptide 56	RPF1	brix domain containing 5
DIMT1L	DIM1 dimethyladenosine transferase 1-like	BYSL	bystin-like
EBNA1BP2	EBNA1 binding protein 2	EIF6	eukaryotic translation initiation factor 6
FCF1	FCF1 small subunit (SSU) processome component homolog	EXOSC10	exosome component 10
FTSJ3	FtsJ homolog 3	EXOSC2	exosome component 2
HEATR1	HEAT repeat containing 1	EXOSC3	exosome component 3
IMP3	IMP3, U3 small nucleolar ribonucleoprotein, homolog	EXOSC4	exosome component 4
IMP4	IMP4, U3 small nucleolar ribonucleoprotein, homolog	EXOSC7	exosome component 7
KRR1	KRR1, small subunit (SSU) processome component, homolog)	EXOSC8	exosome component 8
MPHOSPH10	M-phase phosphoprotein 10 (U3 small nucleolar ribonucleoprotein	FBL	fibrillarin
MINA	MYC induced nuclear antigen	GNL3L	guanine nucleotide binding protein-like 3 (nucleolar)-like
NHP2L1	NHP2 non-histone chromosome protein 2-like 1	MRTO4	mRNA turnover 4 homolog
NOP14	NOP14 nucleolar protein homolog	NIP7	nuclear import 7 homolog
NOP2	NOP2 nucleolar protein homolog	NPM1	nucleophosmin 1 (nucleolar phosphoprotein B23, numatrin)
NOP56	NOP56 ribonucleoprotein homolog	PES1	pescadillo homolog 1, containing BRCT domain
NOP58	NOP58 ribonucleoprotein homolog	POP4	processing of precursor 4, ribonuclease P/MRP subunit
SDAD1	SDA1 domain containing 1	PDCD11	programmed cell death 11
TSR2	TSR2, 20S rRNA accumulation, homolog	PA2G4	proliferation-associated 2G4, 38 kDa;
UTP11L	UTP11-like, U3 small nucleolar ribonucleoprotein	PIN4	protein (peptidylprolyl cis/trans isomerase) NIMA-interacting, 4 (parvulin)
UTP14A	UTP14, U3 small nucleolar ribonucleoprotein, homolog A	RRP1	ribosomal RNA processing 1 homolog
UTP15	UTP15, U3 small nucleolar ribonucleoprotein, homolog	RRP1B	ribosomal RNA processing 1 homolog B
UTP18	UTP18, small subunit (SSU) processome component, homolog	RRP8	ribosomal RNA processing 8, methyltransferase, homolog
UTP23	UTP23, small subunit (SSU) processome component, homolog	RRP9	ribosomal RNA processing 9, small subunit (SSU) processome component
UTP6	UTP6, small subunit (SSU) processome component, homolog	RPL5	ribosomal protein L5
WDR12	WD repeat domain 12	SURF6	surfeit 6
WDR36	WD repeat domain 36	TBL3	transducin (beta)-like 3
DCAF13	WD repeats and SOF1 domain containing

**Table 4:** List of genes of the compensatory muscle growth signature involved in protein folding

ID	Gene Name	ID	Gene Name
Sel15	15 kDa selenoprotein	HSPD1	heat shock 60 kDa protein 1 (chaperonin)
AHSA1	AHA1, activator of heat shock 90 kDa protein ATPase homolog 1	HSPA4L	heat shock 70 kDa protein 4-like
BAG4	BCL2-associated athanogene 4	HSPA8	heat shock 70 kDa protein 8
DNAJA2	DnaJ (Hsp40) homolog, subfamily A, member 2	HSP90AA1	heat shock protein 90 kDa alpha (cytosolic), class A member 1
DNAJA4	DnaJ (Hsp40) homolog, subfamily A, member 4	TCP1	hypothetical gene supported by BC000665; t-complex 1
DNAJB9	DnaJ (Hsp40) homolog, subfamily B, member 9	LMAN1	lectin, mannose-binding, 1
DNAJC2	DnaJ (Hsp40) homolog, subfamily C, member 2	MPDU1	mannose-P-dolichol utilization defect 1
DNAJC21	DnaJ (Hsp40) homolog, subfamily C, member 21	PIN1	peptidylprolyl cis/trans isomerase, NIMA-interacting 1
FKBP11	FK506 binding protein 11, 19 kDa	PPIL1	peptidylprolyl isomerase (cyclophilin)-like 1
FKBP2	FK506 binding protein 2, 13 kDa	PPIB	peptidylprolyl isomerase B (cyclophilin B)
FKBP5	FK506 binding protein 5	PPID	peptidylprolyl isomerase D
FKBP7	FK506 binding protein 7	PPIE	peptidylprolyl isomerase E (cyclophilin E)
RANBP2	RAN binding protein 2	PPIG	peptidylprolyl isomerase G (cyclophilin G)
RUVBL2	RuvB-like 2 (*E. coli*)	PPIH	peptidylprolyl isomerase H (cyclophilin H)
CANX	calnexin	PPWD1	peptidylprolyl isomerase domain and WD repeat containing 1
CALR	calreticulin	PFDN4	prefoldin subunit 4
CCT2	chaperonin containing TCP1, subunit 2 (beta)	PFDN5	prefoldin subunit 5
CCT3	chaperonin containing TCP1, subunit 3 (gamma)	PFDN6	prefoldin subunit 6
CCT4	chaperonin containing TCP1, subunit 4 (delta)	PIN4	protein (peptidylprolyl cis/trans isomerase) NIMA-interacting, 4 (parvulin)
CCT5	chaperonin containing TCP1, subunit 5 (epsilon)	PDIA5	protein disulfide isomerase family A, member 5
CCT6A	chaperonin containing TCP1, subunit 6A (zeta 1)	PPIA	similar to TRIMCyp; peptidylprolyl isomerase A (cyclophilin A)
CCT6B	chaperonin containing TCP1, subunit 6B (zeta 2)	DNAJC19	DnaJ (Hsp40) homolog, subfamily C, member 19
HSPE1	heat shock 10 kDa protein 1 (chaperonin 10)	TOR1A	torsin family 1, member A (torsin A)
		VBP1	von Hippel-Lindau binding protein 1

### The compensatory muscle growth signature does not include genes involved in the formation of new myofibres

To characterize the genetic mechanisms regulating the formation of new myofibres in fish we previously examined the transcriptome of the superficial hyperplastic growth zones of the late trout embryo myotome by using laser capture microdissection and microarray analysis [15]. In this study, to further characterize the cellular mechanisms involved in the compensatory growth response, we compared its molecular signature with that of the superficial hyperplastic growth zones. A Venn diagram showed that most of the genes (849 out of 1161) of the compensatory muscle growth signature were included in the list of genes up-regulated in superficial hyperplastic growth zones (Fig. 4). As a result, GO categories inferred from genes common to both situations were mostly those inferred from the compensatory growth signature, and were related to protein biosynthesis and maturation such as RNA processing, ribonucleoprotein complex biogenesis, ribosome biogenesis, translation and protein folding. Additionally, several epigenetic factors of the protein arginine N-methyl transferase (PRMT) family (i.e., Prmt1-A, Prmt-B Prmt3; Prmt5, Prmt6 and Prmt7), as well as several histone lysine N-methyltransferases (EZH2, EHMT2, WHSC1/NSD2 and SETDB1), were found in both situations. In contrast, none of the genes up-regulated in hyperplastic growth zones and that encode SWI/SNF chromatin-remodelling enzymes (i.e., Smarcd1, Smarce1, Smarcb1A, smarca5, smarcad1, Smarcab1, Smarcc1 and Smarca4/BRG1) appeared in the compensatory growth signature. This showed that only a subset of the chromatin-remodelling factors up-regulated in hyperplastic growth zones, was present in the compensatory muscle growth signature. Unexpectedly, GO terms related to DNA replication and cell cycle and that were inferred from genes up-regulated in hyperplastic growth zones were not found in the compensatory muscle growth signature. Additionally, transcriptional regulators, immunoglobulin domain-containing transmembrane proteins and secreted/signalling molecules known or predicted to be important in the differentiation of myogenic cells or their fusion into new myofibres were virtually absent from the compensatory growth signature. For example, neither canonical myogenic transcriptional regulators (Pax3, Pax7 and MRFs such as MyoD1a, MyoD1b and MyoD1c, myf5, myogenin and mrf4), nor genes encoding transcriptional regulators known to modulate MRF activity, such as Tsh3, ARX, meis1 and pbx1, were found to be associated with compensatory growth, whereas they were up-regulated in hyperplastic growth zones. Additionally, among the >30 genes found to be specific to the superficial growth areas and to encode homeobox-containing transcriptional regulators or members of the Hairy and enhancer of split family, none were included within the compensatory growth signature. 

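For the myogenic regulators, the array carries named probes of MYOD1, MYF5, MRF4 and myogenin that passed the filter, while the PAX7 probe was not bright enough to be tested. MYOD1 was 4.20 ± 0.52 (SD, n = 5) in F0, 4.01 ± 0.24 (n = 5) in RF11 and 3.20 ± 0.28 (n = 4) in C0. It was 0.99 higher in F0 than in C0 (limma adjusted p = 0.00428) and 0.81 higher in RF11 than in C0 (adjusted p = 0.0181), with no difference past the threshold between RF11 and F0 (-0.19, adjusted p = 0.570). The F0 difference from C0 was lost with only these groups in the model (adjusted p = 0.0502), and the RF11 difference under quantile normalization (adjusted p = 0.166) and without C0-3, over ranges of 0.000453 to 0.0502 and 0.00214 to 0.166. MRF4 was 0.76 higher in RF11 than in C0 (adjusted p = 0.0233) and was not past the threshold against F0 (0.41, adjusted p = 0.174); its difference from C0 was lost in 5 of 33 alternatives, among them those without RF11-2, RF11-6 or C0-2. MYF5 was 0.70 higher in RF11 than in F0 (adjusted p = 0.00794) and 0.10 above C0 (adjusted p = 0.741). At RF11 none of MYOD1, MRF4 and MYF5 was past the threshold above both F0 and C0. At RF4 and RF36 none of these genes was past the threshold against C0 over all arrays. MYOD1 was 0.69 above C0 at RF36 (adjusted p = 0.0719), with all 4 fish above the highest control-fed trout. This difference passed the threshold in 4 of 33 alternatives. Without C0-1, MYF5 was below C0 at RF4 (-0.64, adjusted p = 0.0271) and at RF36 (-0.71, adjusted p = 0.0410).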

Of note, Hairy and enhancer of split 6 and myogenin were found to exhibit increased expression after refeeding, but their transcription levels were never above those found in control animals. 

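HES6 was 0.15 ± 0.15 (SD, n = 5) in F0, 0.82 ± 0.14 (n = 5) in RF4, 1.04 ± 0.24 (n = 5) in RF11, 1.24 ± 0.03 (n = 4) in RF36 and 0.42 ± 0.37 (n = 4) in C0. It was 0.89 higher in RF11 than in F0 (standard error 0.16, limma adjusted p = 0.000141). Against C0 it was 0.62 higher at RF11 (standard error 0.17, adjusted p = 0.00977) and 0.82 higher at RF36 (standard error 0.18, adjusted p = 0.00408), with 4 of 5 and 4 of 4 fish above the highest control-fed trout. C0-1 had the lowest HES6 level, and without it these differences were 0.44 (adjusted p = 0.0438) and 0.64 (adjusted p = 0.0138). With only the 2 groups of each comparison in the model neither was past the threshold (adjusted p = 0.111 and 0.0923). Myogenin was -0.23 ± 0.25 (n = 5) in F0, -0.34 ± 0.19 (n = 5) in RF4, 0.25 ± 0.18 (n = 5) in RF11, 0.42 ± 0.11 (n = 4) in RF36 and 0.34 ± 0.19 (n = 4) in C0. At RF4 it was 0.68 below C0 (adjusted p = 0.00266), with all 5 fish below the lowest control-fed trout, and this call was lost with the arrays scaled to their median (adjusted p = 0.124). It was 0.48 higher in RF11 than in F0 (adjusted p = 0.0171), and its difference from C0 was -0.09 at RF11 (adjusted p = 0.715) and 0.08 at RF36 (adjusted p = 0.792).

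**Figure D3:**
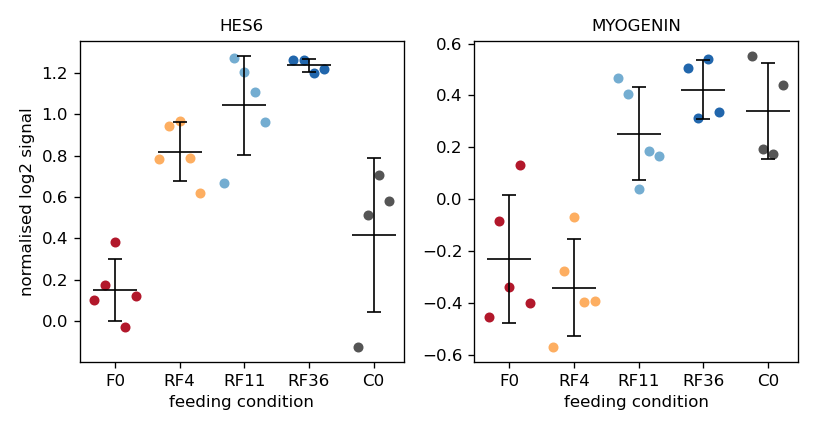
Level of the HES6 and myogenin probes (vertical axis, log2 signal relative to the 75th percentile of the array) by feeding condition (horizontal axis). Each point is 1 fish and the bars give the mean and SD; the HES6 mean is 1.24 in RF36 and 0.42 in C0.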

With the notable exception of M-cadherin, hyperplasia-correlated genes encoding promyogenic membrane receptors such as N-cadherin, Brother of CDO, NCAM and protogenin [17], or the essential fusion effectors Kin of Irre like-3, and Jamb [18, 19] were also absent from the compensatory muscle growth signature. Similarly, with the exception of stromal cell-derived factor 2-like protein 1 and Hepatoma-derived growth factor-related protein, virtually all the hyperplasia-correlated genes encoding secreted factors were absent from the compensatory signature. Finally, because the same Agilent-based microarray was used for gene expression profiling in both experiments, we reliably determined that among the >30 distinct genes encoding myofibrillar proteins (e.g., troponins, myosin chains, myosin binding proteins, tropomyosins, alpha actins, myozenins) that were up-regulated in laser-captured hyperplastic growth zones, only one (tropomyosin α4-chain) was found in the compensatory muscle growth signature (cluster IIb), and none were found among the numerous myofibrillar protein genes found in cluster IIa. Together, these data showed that genes common to superficial hyperplastic growth zone and to the compensatory muscle growth signature were related to protein biosynthesis for myofibre growth. In contrast, hyperplasia-correlated genes involved in myofibre production or encoding myofibrillar proteins specific to nascent myofibres were virtually excluded from the compensatory growth signature.

**Fig. 4:**
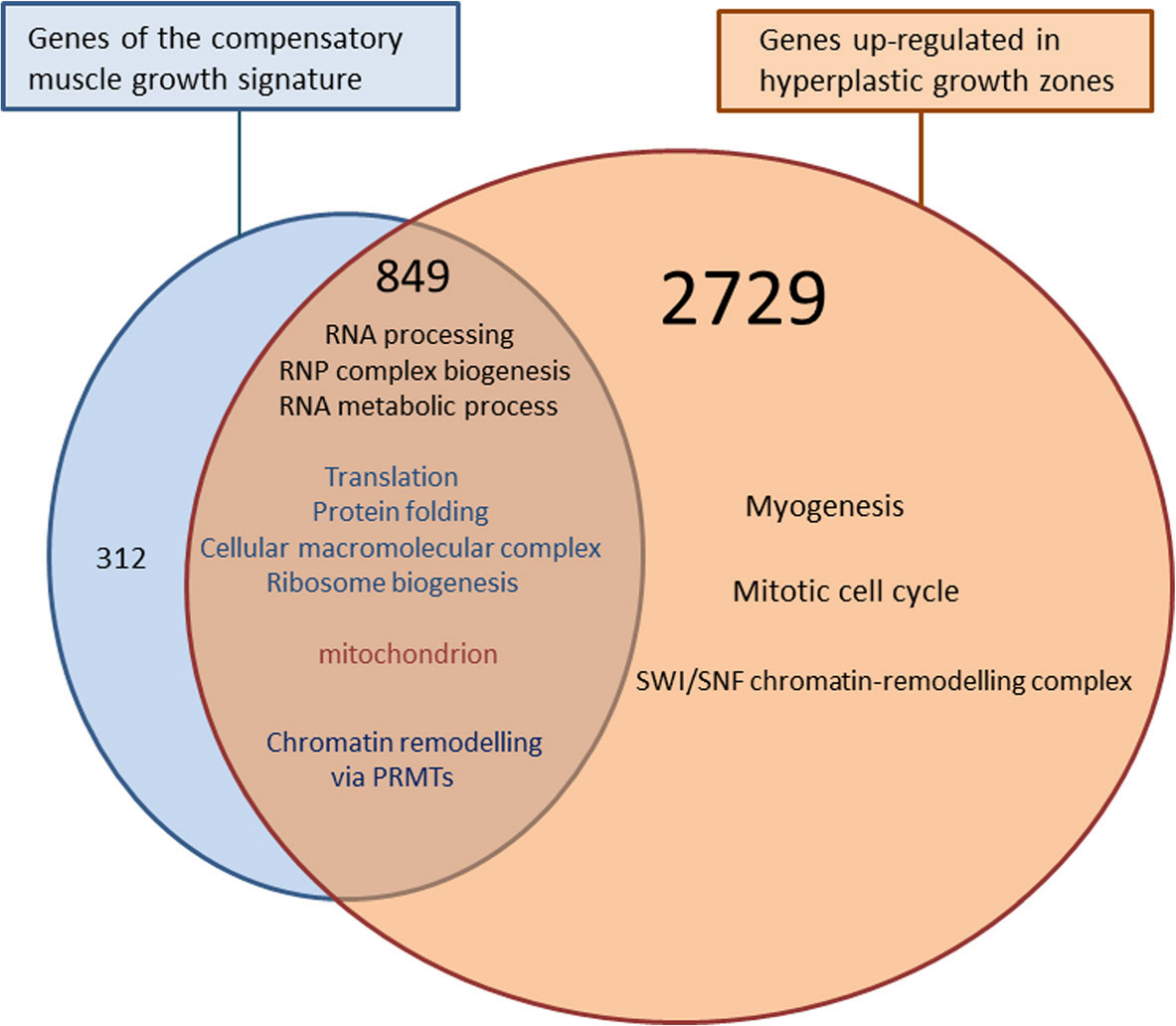
The compensatory muscle growth response involves only a subpart of the molecular signature of the hyperplastic growth zone. Venn diagram representing the distribution of genes of the compensatory muscle growth signature and genes up-regulated in the superficial hyperplastic growth zone of the late trout embryo. Functional categories inferred from genes common to the compensatory muscle growth and the hyperplastic growth zone signatures are detailed and major functional categories specific to hyperplastic growth zones are mentioned. The 312 genes specific of the compensatory muscle growth response were mostly related to translation, protein folding, RNA processing and ribosome biogenesis

## Discussion

Until now, very little was known regarding the muscle growth pattern during a fasting-refeeding sequence, essentially because cellularity analysis is difficult to interpret in this case. Indeed, small muscle fibres result either from the production of new fibres (muscle hyperplasia) or from the shrinking of pre-existing fibres (muscle fibre atrophy). To gain insight into the relative contribution of hypertrophy and hyperplasia in the compensatory muscle growth response, we performed transcriptomic analysis in muscles of fasted, refed and control-fed trout and specifically investigate the expression of genes potentially involved in these two processes. Although our experimental protocol was designed to exacerbate compensatory growth (i.e., long fasting period and large excess of food during refeeding), growth curve in refed trout did not show the idealized pattern of growth compensation as presented in reviews in the field [10, 20]. Methodological problems in studies on compensatory growth have however been raised when considering growth trajectories [10]. And it is noteworthy that an absence of clear compensatory growth trajectory has been previously reported in fasted/refed trout [21, 22] and tilapia [23]. Changes in body shape (condition factor) was more suggestive of a compensatory response in our study, but food present de novo in the digestive tract of refed animals likely induced biased weights and condition factors. On the other hand, one cannot formally exclude that the experimental period chosen in our study was too limited to allow the full expression of the compensatory growth potential. Anyway, that a specific compensatory muscle growth response occurred in trout after refeeding was suggested by the identification in refed animals of a muscle molecular signature enriched in genes promoting muscle growth. Gene expression profiling overview showed that genes up-regulated after refeeding fell into two distinct categories: those whose expression level was restored to the values found in control-fed trout displaying normal growth and those whose expression level exceeded that found in control trout. Given that compensatory growth refers to a faster than usual growth rate [10], we reasoned that only genes in the second category formed the compensatory muscle growth signature, whereas genes of the first category signaled the restoration of cellular mechanisms involved in normal growth. The GO terms associated with genes whose expression was restored only after refeeding included cell division, organelle fission and condensed chromosome, thus suggesting that cell proliferation decreased in muscle during fasting but resumed after refeeding. Whether the resumption of cell proliferation after refeeding targets myogenic cells remains to be determined. However, a stimulation of myogenic cell proliferation has been reported in the Antartic fish *Notothenia coriiceps* after feeding [24]. In line with results from previous studies on muscle transcriptome dynamics during fasting-induced recovery growth [14, 25], we observed, in refed trout, the up-regulation of genes encoding structural components such as sarcomeric proteins and matricial compounds. However, we found that this up-regulation was limited to a restoration of the expression level found during normal growth. Therefore, as in the case of cell cycle regulators, matricial compounds and myofibrillar proteins were excluded from the compensatory growth signature. In sharp contrast, a very large number of genes stimulating ribosome biogenesis or enhancing translational efficiency were up-regulated in compensatory muscle growth compared to normal growth. This finding strongly suggested that the compensatory growth response was associated with an accretion of the protein mass necessary for muscle fibre hypertrophy. In agreement with this finding, a correlation has been recently established between ribosome biogenesis and the magnitude of fibre hypertrophy in overloaded mouse skeletal muscle [26], and emerging evidence supports the view that ribosome biogenesis is a crucial mechanism used by skeletal muscle to regulate protein synthesis and control muscle mass [27]. 

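Of the heat shock genes, HSP90AA1 and HSP90AB1 had probes named in the part of the heat map file read here. The brightest HSP90AA1 probe was 5.79 ± 0.18 (SD, n = 5) in F0, 4.07 ± 0.15 (n = 5) in RF4, 3.51 ± 0.21 (n = 5) in RF11, 3.58 ± 0.25 (n = 4) in RF36 and 3.31 ± 0.30 (n = 4) in C0. It was 2.48 higher in F0 than in C0 (standard error 0.17, limma adjusted p = 2.63e-09) and fell by 1.72 in RF4 against F0 (adjusted p = 5.31e-08). At RF4 it was still 0.76 above C0 (adjusted p = 0.00192), with all 5 RF4 trout above the highest control-fed trout, and at RF11 the difference was 0.21 (adjusted p = 0.389). HSP90AB1 was 2.30 higher in F0 than in C0 (adjusted p = 1.08e-08), fell by 1.55 in RF4 against F0 (adjusted p = 3.41e-07) and was 0.75 above C0 at RF4 (adjusted p = 0.00327). Of 2 HSP90AA1 probes, 2 had a higher mean at RF4 than in C0, but only 1 was past the threshold. Of 4 HSP90AB1 probes, 4 had a higher mean and 3 were past it. Other probes of these genes may lie in the part not read here.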

Our study further showed that the capacity to convert nascent polypeptides into functional three-dimensional structures also increased, as shown by the up-regulation of a large number of genes involved in this process, notably HSP90 and HSP70. HSP90 is required for myofibril assembly in developing zebrafish embryos [28], and its expression has been shown to increase during muscle hypertrophy resulting from functional overload in rats and mice [29]. Recently, Hsp70-null mice have been reported to display a deficit in muscle fibre size [30]. Additionally, in agreement with protein synthesis and cellular growth, which require adjustments in mitochondrial ATP production, many genes involved in mitochondrial biogenesis were found in the compensatory muscle growth signature. This finding is in line with previous morphometric analyses showing an increase in mitochondrial volume density during compensatory muscle hypertrophy produced by tenotomy of the tibialis anterior muscles of rats [31]. Palstra et al. have reported in zebrafish that muscle fibre hypertrophy promoted by swimming-induced exercise is associated with an activation of the myogenic program [32]. In contrast, we found here that the up-regulation of genes promoting myofibre hypertrophy was not associated with an activation of genes involved in myofibre production. In particular, myogenic regulatory factors of the MyoD family (MyoD, myogenin, myf5 and mrf4), which constitute a cross-regulatory transcriptional network at the core of myogenesis [33], were not found in the compensatory growth response. In line with this observation, Johansen and Overturf have reported only very few changes in MyoD1b and myf5 expression in trout muscle during refeeding following starvation [34]. In addition, the two Ig-domain transmembrane proteins Kin of Irre like3 and jamb which are essential for myocyte fusion in zebrafish embryo [18, 19], and the genes encoding contractile proteins prevalent in hyperplastic growth zones were absent from the compensatory muscle growth signature. Finally, the compensatory muscle growth signature was found to share only a subset of the chromatin-remodelling factors evidenced in hyperplastic growth zones. In particular, the SWI/SNF chromatin-remodelling enzymes up-regulated in hyperplastic growth zones were totally absent from this signature. This finding and the demonstration that Brg1/smarca4-SWI/SNF complexes are key epigenetic determinants of skeletal muscle differentiation [35] strengthen the notion that the steeper growth rate associated with compensatory growth does not involve an increase in myogenic cell differentiation. Contrasting to SWI/SNF components, many histone N-methyl transferases were both up-regulated in hyperplastic growth zones and present in the compensatory growth signature. Among them were members of the protein arginine M-methyltransferases family. Nine distinct protein arginine M-methyltransferases have been identified in mammals [36] and only Prmt4/carm1 and Prmt5 have been reported to exert myogenic activity [37, 38]. Both Prmt4/carm1 and Prmt5 were up-regulated in hyperplastic growth zones but only Prmt5 was found in the compensatory muscle growth signature. How chromatin-remodelling factors regulate the expression of genes involved in the compensatory muscle growth response will be an interesting topic for futures studies. Together, all these data strongly suggest that the steeper growth rate associated with compensatory growth results from the stimulation of hypertrophy rather than the stimulation of hyperplasia. Of note, the compensatory muscle growth signature strongly differs from the transcriptome associated with regenerating muscle [8]; the latter shows redeployment of the transcriptional program involved in myogenesis or myofibrillogenesis of nascent myotubes [8]. This result indicates that distinct genetic pathways may be activated to drive distinct aspects of the growth and remodeling of adult fish muscle.

## Conclusion

Using an Agilent-based microarray platform, we identified genes composing the molecular signature of muscle growth in fasted/refed trout and found that they were relevant to functional categories mostly involved in protein synthesis and accretion. In contrast, genes up-regulated in hyperplastic growth zones of trout muscle and that are known or predicted to be important in the formation of new myofibres were virtually absent from this signature. These findings suggest that a burst of muscle growth occurs in refed trout which is mediated by stimulation of myofibre hypertrophy. The generation of a large set of genes composing the compensatory muscle growth signature expands our understanding of the molecular and cellular mechanisms controlling skeletal muscle mass, and provide a useful list of potential molecular markers of muscle growth in fish.

## Methods

### Animals and experimental design

A spring strain of l-year-old rainbow trout (*Oncorhynchus mykiss*) was used.Trout were continually fed to satiation until the beginning of the experiment, at which time two groups of trout weighing approximately 130 g were constituted and reared in two separate tanks containing 2000 l of freshwater each. The experimental group was deprived of food for 30 days and refed for 36 days at a rate three times higher than satiation ration to exacerbate growth resumption. Trout of the control group were continually fed to satiation until the end of the experiment. Fasted fish and refed fish were taken from the experimental group at 0 day, 4 days, 11 days and 36 days following refeeding (termed F0, RF4, RF11 and RF36, respectively) with 10 fish sampled at each time point. Control-fed trout were taken 30 days (termed C0) and 66 days after the beginning of the experiment with 10 fish sampled at each time point. Fish were exposed to natural photoperiod and fed with a commercial diet (BioMar, Nersac, France). The fish were rapidly anaesthetized with phenoxy-ethanol (Aquaveto, 4 ml per 10 l of fresh water) before total body weighing, length measurement and muscle sampling (10 fish at each time point). The condition factor (an indicator of the body shape) was calculated as follows: K = body weightx100/body length 3 (the body length did not include the caudal fin length). Growth trajectories and condition factors were calculated from the 10 samples taken at each time point.

### RNA extraction, labelled cRNA preparation, hybridisation

RNA samples of five distinct trout per feeding conditions (F0, RF4, RF11, RF36 and C0) were used for microarray experiments. A transverse slice of fast muscle situated just beneath the dorsal fin was taken for RNA extraction using TRIzol (Invitrogen, Carlsbad, CA, USA) reagent following the manufacturer’s instructions. Cy3-labelled cRNA generation and hybridisation were performed as previously described [15]. A control sample that did not give signal on microarray was discarded from the gene expression analysis.

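No control array used here lacked signal. On C0-1, the control array without a column in the heat map file, 67.2% of spots were well above background, the highest share of all arrays, while the 75th percentile of its signal was 131.8, where the C0 arrays ranged from 124.8 to 436.5 (median 168.5). C0-1 also had the narrowest spread between dim and bright probes (6.07 log2 units, 6.38 to 7.75 on the other arrays). These values do not rule out a weak hybridisation.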

### Microarray slides

An Agilent-based microarray platform with 8 × 60 K probes per slide was used. This platform (GEO platform record: GPL15840) that was based on a rainbow trout resource designed by Yao and colleagues [39] was enriched with oligonucleotides designed from recent trout NGS data (http://ngspipelines-sigenae.toulouse.inra.fr:9064/). Microarray data sets have been submitted to the GEO-NCBI with the accession number: GSE91048.

### Data acquisition and analysis

After hybridisation, the slides were rinsed and scanned at a 3 μm resolution with the Agilent DNA Microarray Scanner. Fluorescence intensity was calculated using the standard procedures found in the Agilent Feature Extraction (FE) software version 10.7.3.1. 

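The table of normalised values that the authors deposited equals the log2 processed signal of each array plus 1 constant per array, so a single factor per array was applied. All arrays have the same median in it, which makes it a scaling to the median. With these values in place of the scanner signal, 13018 probes differed across the feeding conditions.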

The arrays were normalised (scale normalisation) and log-transformed using GeneSpring software (version 12.6.1). An ANOVA analysis (Benjamini-Hochberg (BH) corrected pval < 0.05) was used to determine the genes that were differentially expressed between feeding conditions. Gene expression profiles were used to classify genes and biological samples using a hierarchical clustering method using CLUSTER software and the results were visualised with TREEVIEW [40]. GO enrichment analysis was performed using Database for annotation, Visualisation and integrated Discovery (DAVID 6.7) software tools [41, 42].

## Additional files

Additional file 1: Heat map file for Java treeview visualisation of hierarchical clustering of differentially expressed genes in muscle during a fasting-refeeding schedule and in control-fed trout displaying usual growth (CDT 1214 kb)

Additional file 2: Major functional categories of cluster IIa and lists of genes that formed them (XLSX 16 kb)

Additional file 3: Major functional categories of cluster IIb and lists of genes that formed them (XLSX 59 kb)

## Abbreviations

DAVID: Database for Annotation, Visualization and Integrated Discovery
DNA: DesoxyriboNucleic acid
NCBI: National Center for Biotechnology Information
RNA: RiboNucleic acid GO: Gene ontology

How the deposited data were processed for this re-analysis (not part of the article)

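Gene expression was measured in fast muscle of 23 individual trout on 1-colour Agilent arrays, with 5 fish each in F0, RF4 and RF11 and 4 fish each in RF36 and C0. The authors scanned the arrays with Agilent Feature Extraction, and the deposited spot intensity is its processed signal, after background subtraction and detrending by that software and with no scaling between arrays. The median pixel intensity of each spot and of its local background, also deposited by the authors, was used only for the normexp alternative. The authors' deposited table of normalised values is on the log2 scale, from GeneSpring, with 1 scaling factor per array that makes all medians equal.

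From the processed signal, control spots and 145 spots flagged as outliers by the scanner software were left out, spots of one probe were averaged on the log2 scale, and the 75th percentile over non-control probes was subtracted from each array. The array holds 61657 non-control spots of 60195 probes. Probes with a missing value on an array, which had an outlier flag on their only spot there, were left out (137 probes, 72 of them bright enough to be tested). The 34200 probes that were well above background on at least 4 arrays of at least 1 group were tested, and 22161 probes were well above background on all arrays. Saturated spots would have been kept, but there were 0.

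The model had 1 mean per feeding condition and was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), so that all 5 groups share the estimate of the spread. The moderated F test gave the probes differing across conditions, and moderated contrasts gave the pairwise differences, all two-sided with Benjamini-Hochberg adjustment within each test and a threshold of 0.05. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The cluster-like profiles follow the paper's verbal definitions and were assigned from these contrasts, cluster I first.

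The model was tested on simulated data for 34200 probes with the spread of the real arrays and 200 changed probes. For RF11 against C0 it recovered 35.5% of probes changed by 1 log2 unit, 91.5% of those changed by 2 and 100% of those changed by 4, and for the F test it recovered 40.0%, 91.5% and 100%. With no changed probe, limma called 0 probes in either test. At changes of 1, 2 and 4 log2 units, 2 of 73, 6 of 189 and 17 of 217 calls for RF11 against C0 were false. For the F test the false calls were 1 of 81, 5 of 188 and 15 of 215. In this simulation, changes of 1 log2 unit were thus often missed with 4 or 5 fish per group. The real comparisons called far more than 200 probes. The simulated shares need not hold for them, because the adjustment depends on how many probes change.

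Genes named in the text were fixed before the data were examined by the rule of taking every gene that the paper's Results name and that a probe name or the heat map file pairs with a probe, using the probe with the highest mean over all arrays, and the 5 named probes with the largest rise and the 5 with the largest fall in the mean of RF4 and RF11 against C0 among those past the threshold in both contrasts with no overlap of arrays. The probes of proteolysis genes and of fast and slow fibre proteins, named in the scanner files, were added later, after their names had been seen. Of 7 RefSeq accessions among the probe names, 4 were matched to a gene symbol.

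The alternatives set before the data were examined were scaling to the array median, quantile normalization, normexp background correction (offset 50, on the spot's median intensity), the authors' deposited values, no filter on dim probes, only probes well above background on all arrays, the sample number or the slide as a block, each array left out in turn, a model of only the groups compared, the methods' one-way ANOVA, stricter thresholds (adjusted p under 0.01, a 2-fold range of group means, a 1.5-fold minimum in the contrasts of the clusters) and hierarchical clustering. A threshold of 0.001, the signal of each array as a covariate, a setting that combines several choices, the comparison of RF36 with RF11, the share of the rise reached at RF4 and the level at RF11 of probes raised by fasting were added after the data were seen. Each comparison was also repeated with the arrays split at random into groups of the same sizes.

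Scores of the gene lists in the paper's tables, which had been planned, were not computed, because the material read here names a probe for only some of their genes, such as 11 of the 20 in the organelle fission list. Gene ontology enrichment, the comparison with hyperplastic growth zones, body weights and the control-fed trout of the later sampling were not analysed here.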

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

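Of the tests in this part, those of a weak hybridisation and of a trout of another feeding condition for C0-1 were chosen after the result was seen, as were the comparison of RF36 with RF11 and the fibre and proteolysis probes themselves.

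The control array C0-1 has no column in the paper's heat map file, and it lies apart from the other control arrays, with a mean correlation of 0.927 with them, although C0-3 lies almost as far apart (0.935). On this array 67.2% of spots were well above background, the highest of all 23 arrays, which argues against an array without signal. The 75th percentile of its signal was 131.8, among the lowest. Its spread between dim and bright probes was the narrowest of all arrays (6.07 log2 units, 6.38 to 7.75 on the others). A weak or compressed hybridisation thus cannot be told apart from other causes by these values. Over the probes differing without C0-1, its centred profile correlated best with the mean of the other 3 controls (r = 0.421 across probes, which are not independent; 0.0947 with F0 and lower with the refed groups; C0-3, which had a part in choosing these probes, was nearly as low with the mean of C0-2 and C0-4, at 0.434), which argues against a fasted or refed trout under a control label. The deviations of C0-1 correlated at -0.0641 on average with those of the arrays of other groups on its slide and at 0.0409 with those on the other slides, which argues against a slide effect. The heat map file names its control columns T0-2 to T0-5, and T0-2, T0-3 and T0-4 matched C0-2, C0-3 and C0-4. By this numbering C0-1 is a control that the heat map leaves out, and T0-5 is one without an array here. The Methods mention a discarded control sample, but these values cannot decide whether C0-1 is that sample. A control-fed trout that differs from the others also stays open and was not tested.

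On array RF11-4 the first of the probes named slow in the scanner files lay at 5.20, while the other RF11 trout lay between -0.30 and 0.77 (gap over range 0.805, critical value 0.71). On array C0-3 the TRIM63 probe lay at -1.14, while the other control-fed trout lay between -0.68 and -0.60 (0.860, critical value 0.83). In all, 110 groups were tested in this way, 2 passed the critical value and 5.50 would by chance, so the number of such fish is no more than chance gives. The first slow probe also ranged widely in other groups, from -1.71 in C0-2 to 8.97 in C0-3, with 7.30 in RF4-3. Over all 23 fish, the deviations of both slow probes from their group means rose and fell together (Pearson r = 0.959, Spearman rho = 0.920, each with a permutation p of 1.0e-05, the smallest that 100000 permutations give; adjusted p = 4.0e-05 over 4 relations), and r was 0.912 without C0-3 and RF4-3. Within the 3 slides r was 0.889 over 7 fish, 0.970 over 8 and 0.991 over 8. The probes named fast did not rise with them (r = -0.331, -0.311 and -0.321, permutation p between 0.12 and 0.15, adjusted p = 0.15 for each). This is consistent with slow muscle in some of the slices of fast muscle (r = 0.959), a hypothesis from probe names that were read after the group contrasts had been seen; both probes may also measure the same or closely related transcripts, which would tie them together in the same way. In all, 31 tested probes, the second slow probe among them, correlated with the first above 0.9, and 0 of these were past the limma F test for feeding condition. No explanation was tested for the TRIM63 level of C0-3.

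RF36 and RF11 differed in 2023 probes (934 higher and 1089 lower in RF36; limma, adjusted p under 0.05), a test of the difference between the effects of the 2 time points against the same F0 or C0 fish. The real groups gave the largest count in 1 of 100 splits of the same arrays (themselves, while the largest other count was 439), so chance is unlikely, though 100 splits cannot exclude it. With slide as a block the count was 2218, which argues against a slide effect. The count was 1126 without RF36-1, 1311 without RF36-2, 1203 without RF36-3 and 1060 with each array scaled to its median. The additional days of feeding, and the growth of the fish over them, stay open as biological explanations and cannot be separated in this design.

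Probes of proteolysis genes that the paper does not discuss were higher in F0 than in C0: cathepsin by 1.66 (limma adjusted p = 0.000202), calpastatin by 2.01 (0.000253), the proteasome subunit PSMA1 by 1.94 (1.23e-06) and MSS1 by 0.91 (0.0122). The first 3 stayed past the threshold in each of 33 alternatives, the other scalings and leaving out C0-1 among them, while the MSS1 difference lost it with only the F0 and C0 arrays in the model (adjusted p = 0.0994, in a range of 0.000534 to 0.0994). These 4 were the ones past the threshold among 8 tested probes of this kind, and the other 4, of LC3B, ATG12L, calpain 1 and calpain 2, were not, although LC3B was after normexp background correction and without F0-5 or C0-4. Calpastatin is the inhibitor of the calpains. Other technical explanations specific to these probes were not tested.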

How the results depend on the processing

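The choices set before the data were examined and those added later are named in the processing summary; of the results here, the comparison of RF36 with RF11, the shares of the rise reached at RF4 and the level of probes raised by fasting were added later. Over 187 comparisons of 51 named genes, 6037 of 6149 alternative values kept their side of the threshold, 58 lost the threshold (in 20 comparisons), 54 newly passed it (in 23) and 0 past the threshold changed direction, while 90 of the 6037, not past the threshold on either side, changed sign. Of the counts and shares, 495 alternative values stayed within 1.5 times the reported count or 1 SD, and 32 moved further, in 12 results. For each of those the cause was not tested, unless said otherwise.

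Scaling each array to its median gave 2650 cluster I-like probes, 2138 cluster IIa-like probes, 1060 probes differing between RF36 and RF11 and a median change at RF11 of 0.77 for the probes raised by fasting. The authors' deposited values, which are scaled in the same way, gave 2655, 2139, 1061 and 0.77. Normexp background correction gave 13084 probes differing between RF4 and C0 and 12204 between RF11 and C0. Without the filter on dim probes, 2638 probes differed between RF36 and C0 and 1136 between RF36 and RF11, where more probes share the adjustment.

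The number of probes differing across the 5 feeding conditions was 10315 at an adjusted p under 0.01 and 10147 with a 2-fold range of group means, both fewer by construction. It was 5997 at an adjusted p under 0.001 and 3614 with the one-way ANOVA on median-scaled arrays, no filter on dim probes, C0-1 left out and an adjusted p under 0.001, both chosen after the counts had been seen. With only the groups compared in the model, which leaves fewer arrays to estimate the spread, 3213 probes differed between F0 and C0, 5188 between RF4 and C0, 3714 between RF11 and C0 and 622 between RF36 and C0. Hierarchical clustering put 9688 probes in branches highest in a refed group, which a naming by the highest group counts as IIb-like. One of these branches, of 4329 probes, rose gradually from 1.40 in F0 through 1.66 in RF4 and 1.97 in RF11 to 2.47 in RF36, with 2.22 in C0, a profile like that of the IIa-like probes, so the naming and not the clustering leaves none called IIa-like. With the clusters assigned from any refed time point, RF4 included, the share of the rise reached at RF4 was 100.3% for the IIb-like probes and the difference from the IIa-like probes 32.0 points.

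The split between higher and lower probes moved with the scaling. With the median in place of the 75th percentile, the share of higher probes went from 56.2% to 77.0% in F0 against C0, from 58.4% to 70.0% in RF4 against F0, from 55.6% to 70.6% in RF11 against F0, from 61.0% to 88.9% in RF4 against C0, from 67.5% to 93.2% in RF11 against C0 and from 74.2% to 91.3% in RF36 against C0. After normexp background correction it was 44.0%, 45.4% and 84.3% in the last 3 of these. The median change of all probes reached 0.27 (RF36 against C0, median scaling) and -0.16 (RF4 against C0, normexp), so directions of small changes are relative to the scaling.

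With each array left out in turn, the number of probes differing across conditions lay between 14323 and 16959. The pairwise counts lay between 5531 and 7677 for F0 against C0, 6630 and 8809 for RF4 against F0, 7848 and 10273 for RF11 against F0, 8866 and 12315 for RF36 against F0, 6679 and 10095 for RF4 against C0, 5269 and 8956 for RF11 against C0, 2524 and 5379 for RF36 against C0, and 1126 and 2779 for RF36 against RF11. RF36 against C0 was 2524 without RF36-2, 2758 without RF36-3 and 2728 without C0-1, and RF36 against RF11 was 1126, 1311 and 1203 without RF36-1, RF36-2 and RF36-3. Cluster I-like probes numbered 3543 to 4658, IIa-like 2947 to 4387 and IIb-like 3692 to 4556. The share reached at RF4 was 71.2% to 76.7% for IIa-like probes and 89.2% to 95.0% for IIb-like probes, with a difference of 15.9 to 22.0 points. The median change of probes raised by fasting was 0.41 to 0.59, with 0.59 without C0-3 and 0.54 without C0-4.

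The deviations of fish of different groups that share a sample number correlated at 0.0388 on average, from -0.322 to 0.347, with 17 of 33 pairs above 0.1. For fish with different numbers the mean was -0.00726, from -0.339 to 0.315, with 47 of 178 pairs above 0.1. Pairs above 0.1 were thus more frequent among shared numbers, but 16 of the 33 were not above it, and the numbers were not taken to pair the fish, for which every pair would have to be above 0.1. That rule is strict, so it cannot exclude a weaker effect that goes with the sample number. With the sample number as a block, a call was lost for some of the named comparisons (COL5A1 and myogenin in RF11 against F0, MRF4 in RF11 against C0, and myogenin and MSS1 in F0 against C0), 14058 probes differed across conditions and 1196 between RF36 and RF11, and no other count moved by over 1.5 times.

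Random splits of the arrays into groups of the same sizes were used to ask whether chance could give such counts. The real groups gave the largest count in 1 of 100 splits (the real one) for the probes differing across conditions, for each cluster-like profile and for every pairwise comparison but RF36 against C0, which allows 35 splits and where it was also 1. Chance is therefore an unlikely cause of each, but 35 or 100 splits cannot exclude it. The largest counts from other splits were 321 across conditions, 78 cluster I-like, 287 IIa-like and 0 IIb-like probes, and 6190 in a pairwise comparison, RF36 against F0, where the real count was 11192. Other splits came nearer to the real count in RF11 against C0 (5602 against 7072) and in F0 against C0 (4557 against 6955).

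Of the 4 control arrays, 3 had a lower signal than most others (75th percentile 131.8 on C0-1, 124.8 on C0-2 and 205.2 on C0-4, against 436.1 on the median F0 array), while C0-3 did not (436.5). The RF36 arrays were also low, from 156.2 to 281.7 (median 225.3), so the gap was smaller in RF36 against C0. With the log2 signal of each array as a covariate, chosen after the data were seen, 4013 IIb-like probes and 5250 probes differing between RF36 and C0 were found. A linear effect of array signal thus did not remove these counts. Only totals were compared, and signal partly goes with group, so an effect of the lower signal on single probes or directions is not excluded.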

Differences from the paper's values

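The paper's heat map file has 3924 rows of differentially expressed genes (the paper's value), where 15651 probes differed across the 5 feeding conditions here. None of the 34 alternatives set before the data were examined came within 1.5 times the paper's value, with counts from 10147 to 18785. Of the 1252 rows of the file read here, 99.84% had an unadjusted one-way ANOVA p under 0.0001 on the file's own values (99th percentile 7.03e-05), a stricter limit than the Methods' adjusted p under 0.05 would need, and how it arose was not tested. A setting that combines the one-way ANOVA on median-scaled arrays, no filter on dim probes, C0-1 left out and an adjusted p under 0.001 gave 3614, within 1.5 times the paper's value, but it was chosen after seeing the values of several combinations. The paper's numbers of unique genes were not compared, since most probes are not named in the material read here.

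The paper states that Hairy and enhancer of split 6 did not exceed its control level after refeeding. Here HES6 was above C0 at RF11 by 0.62 (limma adjusted p = 0.00977) and at RF36 by 0.82 (adjusted p = 0.00408), and without C0-1 by 0.44 and 0.64, still past the threshold. With only the groups compared in the model the adjusted p was 0.111 and 0.0923.

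The paper lists SETDB1 in cluster IIb. The SETDB1 probe read here was lower in RF4 than in F0 (-0.80, adjusted p = 0.00393) and was not above C0 at RF4 (-0.39, adjusted p = 0.175) or RF11 (-0.24, adjusted p = 0.415). Without C0-1 its differences from C0 were -0.16 (adjusted p = 0.600) at RF4 and -0.02 (adjusted p = 0.963) at RF11. Other SETDB1 probes may lie in the rows of the heat map file not read here. The paper's listing may rest on such a probe, so these values do not contradict it.

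The paper names HSP90 among the genes of protein folding up-regulated in compensatory growth. The brightest HSP90AA1 probe was above C0 at RF4 (0.76, adjusted p = 0.00192), but it was highest in F0 and fell by 1.72 from F0 to RF4 (adjusted p = 5.31e-08). HSP90AB1 likewise fell by 1.55 (adjusted p = 3.41e-07). Other HSP90 probes may lie in the rows of the heat map file not read here, so these values do not contradict the paper.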

Other observations

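The tests of the probes raised by fasting in this part were all chosen after the result was seen; the test of the HSP90 probes was set before.

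The question was asked whether probes raised by fasting fall below the control level at RF11. Over the 3906 probes higher in F0 than in C0, the median change of RF11 against C0 was 0.46, above control, so the pattern was looked for and not seen. It was 0.77 with each array scaled to its median and 0.41 without C0-1, and an exact permutation test of the fish scores gave p = 0.00794 in the same direction. These values decide nothing about the cause, because the same controls were used to choose the probes and to measure them, which pushes the median above 0 by itself. With the 4 controls split into a pair that chose the probes and a pair that measured them, the median was 0.22 to 0.48 over 6 splits.

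Fasting raised both HSP90 probes. Without C0-1 the HSP90AA1 change was 2.37, so this array alone is not its cause, and the HSP90AB1 change was 2.12. HSP90 protein folds newly made and damaged proteins, and no explanation of the rise in fasted trout was tested.

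Among 1067 named probes tested, those past the threshold in RF4 and in RF11 against C0 with no overlap of arrays were ranked by the mean of both changes. The largest rises were of PPAT, which was not well above background on any C0 array, so that no size is given, of 2 probes named CCAAT, of which one rose by 2.08 in the mean of both contrasts, and of 2 probes of TCAP, which encodes telethonin (2.03 and 2.01). These probes were also higher in F0 than in C0, by 2.25 and 2.20 for TCAP, before refeeding began. The largest falls were of TAT, not well above background on any of the 10 RF4 and RF11 arrays, of PDK1, well above background on only 7 of these 10, of CPT1A and TP53INP2, on 9 each, and of a probe named carnitine, on all 10 (-3.20). No size is given for the first 4, and their order rests in part on values at background. Except for TAT and PDK1, their log2 change in F0 against C0 was under 1. The names come from the part of the heat map file read here, which holds only genes that the study had called on these fish. Its rows are ordered by clustering, and the rises above lie close together in rows 699 to 717. Of the named probes ranked, 100 were higher and 138 lower. Over all tested probes, with no condition on overlap, 5297 were higher and 3391 lower at RF4. The part read thus need not represent the array, and larger rises without a prior rise in F0 may lie outside it.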
